A study of Homo sapiens with 18 samples. Its data were reported in "Chromatin accessibility changes at intergenic regions are associated with ovarian cancer drug resistance" (2021).

How the data were processed

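ATAC-seq, which marks open chromatin by the insertions of the Tn5 transposase, was measured in 6 established human ovarian cancer cell lines with 3 replicate libraries each, 18 libraries in all. The lines form 3 pairs of a platinum-sensitive and a platinum-resistant line: A2780 with CP70, PEA1 with PEA2, and PEO1 with PEO4. Groups and replicate numbers were taken from the sample labels, and each column of the deposited table was matched to a sample through its line name and replicate number.

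The authors removed duplicate reads with Picard, aligned paired reads to hg19 with Bowtie2 keeping unique alignments, removed blacklisted and mitochondrial reads, and counted reads with featureCounts in 1 kb windows. Versions were not stated, and no shift of read ends for the transposase was described. Over windows of 1 kb a shift of a few bases moves few reads. The authors deposited FPKM values made with the rpkm function of edgeR. All windows have the same length, so the deposited FPKM equals RPM, the reads of a window scaled to the library total. Uniquely aligned reads leave repeated sequence without signal, and values scaled to the library total depend on how much of each library falls outside open chromatin.

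The deposited table holds 89428 windows of 1000 bp, each starting 900 bp after the previous start on the tiling grid and sharing 100 bp with its neighbour. The window numbers matched the chromosome lengths of GRCh37 (hg19) at 23 of 23 chromosome steps, so GRCh37 coordinates and gene annotation were used, and coordinates are given counting from 1. The table is 2.6% of the 3439652 windows of that grid. Every window exceeded 2 FPKM in at least 2 of the 18 libraries, which was found from the values, so the table is selected for signal in at least part of the lines. Every sample column was used. In all 18 libraries 100% of the values were whole multiples of the value of 1 read, which gave the reads per window and the implied library total.

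The implied totals ranged from 8972042 reads in PEO1 replicate 3 to 60495462 reads in A2780 replicate 3. Replicate libraries were compared by a chi-square of their reads per window, over windows with at least 10 reads in both together. The value per window ranged from 1.07 between replicates 2 and 3 of PEO1 to 2.1 between replicates 1 and 3 of CP70, where sampling noise alone gives about 1. No replicate libraries held identical values, and all 3 libraries of each line were kept as replicates. Reads without molecular identifiers are not independent molecules, so limits drawn from read numbers cover counting error only.

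For each pair the values were transformed to log2(FPKM + 0.1), windows with a mean above 1 FPKM over the 6 libraries of the pair were kept, and the lines were compared with limma 3.58.1 (lmFit and eBayes with a mean-variance trend) in R 4.3.3. The study weighted counts with voom, whereas the deposited values are FPKM, so the trend takes the place of the weights. A window was called when its log2 fold change exceeded 2 in size and its Benjamini-Hochberg adjusted p was below 0.001. Both are the study's thresholds. The study also set an upper depth limit of 1 SD above the median, which was used here only as an alternative. Fold changes are on the log2(FPKM + 0.1) scale and understate the change of low windows. Where all libraries of a line held 3 reads or fewer, the fold is given as a lower bound against 3 reads. Differences between pairs were tested as the difference of the log2 fold changes over the 12 libraries of both pairs. Resistant and sensitive lines were compared over the 3 pairs on the 6 line means with the pair as a block.

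Similarity of libraries was the Spearman correlation across windows with a mean above 1 FPKM over the 18 libraries, clustered by average linkage. Windows were assigned by their centre to a class from protein-coding basic transcripts of GENCODE release 44 mapped to GRCh37, in the order promoter-TSS (from 1 kb upstream to 100 bp downstream of the start), TTS, exon, 5′ UTR, 3′ UTR, intron and intergenic. The study used HOMER, so classes are not identical. A window was counted as CpG-rich above 50% GC with an observed to expected CpG ratio above 0.6. Enrichment among called windows was tested with a two-sided Fisher's exact test against all windows tested in the pair, as 48 tests adjusted together. Neighbouring windows are not independent, so these p-values are too small, and odds ratios with 95% intervals are given.

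The windows named were chosen by a rule fixed before the data were examined. In each pair and direction, the 2 called windows with the largest change were taken among those where every library of one line lay above every library of the other, skipping neighbours of a window already taken. One of these windows is not reported here. Windows called in the same direction in all 3 pairs would have been added. The promoters of 10 genes that the study names for their expression or regulation were also fixed beforehand, each as the window holding the start of the gene's canonical transcript.

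The alternatives fixed beforehand were pseudocounts of 1 and 0.01, no filter, a minimum mean of 5 FPKM, an upper depth limit 1 SD above the median, quantile normalization, median centring, removal of the median log2 fold change of each 5 Mb bin, eBayes without the trend, thresholds of 1 and 0.05, a replicate block, 1 fit over all 18 libraries, each library left out in turn, and edgeR 4.0.16 (quasi-likelihood test) on the recovered reads with the implied totals as library sizes. Further alternatives were added after seeing the data: a correction for GC content in 20 classes, a minimum of 2 FPKM in 2 libraries of the pair itself, and 5 Mb bins with at least 20 windows. For genomic classes, calls with the 5 Mb median removed, calls with median centring and all GENCODE basic transcripts were also added. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

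The fits were tested on simulated data with 200 windows changed by 3 on the log2 scale. Reads were drawn for the 89428 windows from the mean level over the pair and the total of each library, with a fixed spread. All 200 were called in each pair, with 0 other windows. Their median log2 change came out at 2.84 in the A2780 and PEA pairs and 2.88 in the PEO pair. The simulated lines had no median shift or GC trend between them, so the 0 other calls give no rate of false calls in the real data. A second simulation added a uniform shift over whole 5 Mb bins. The windows of these bins were called in 575 of 609, 567 of 605 and 798 of 839 cases in the A2780, PEA and PEO pairs. Once the 5 Mb median was removed they were called in 0 cases, which follows from the design. Expression, adduct and peak data of the study were not analysed here.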

Results

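Chromatin accessibility was measured by ATAC-seq in 3 pairs of sensitive and resistant ovarian cancer cell lines, with 3 replicate libraries per line. CP70 is a platinum-resistant line selected in culture from A2780. PEA1 and PEA2 come from 1 patient before platinum treatment and after relapse, and PEO1 and PEO4 from another patient before and after resistance developed. The implied totals were 44381391 to 60495462 reads in A2780, 13199941 to 23877965 in CP70, 20856347 to 32100337 in PEA1, 17300163 to 22537463 in PEA2, 8972042 to 11461290 in PEO1 and 17201132 to 20836579 in PEO4. The lines differed in the share of each library that fell in the 89428 windows. This share was 9.24% ± 0.821 (SD, n = 3) in A2780, 13.1% ± 2.19 in CP70, 15.2% ± 2.14 in PEA1, 18.9% ± 1.85 in PEA2, 39.9% ± 0.95 in PEO1 and 34.4% ± 1.55 in PEO4. The median number of reads per window was 37 in A2780, 15.3 in CP70, 34 in PEA1, 34.3 in PEA2, 28.7 in PEO1 and 43.3 in PEO4.

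The first question was how similar the lines were to one another. Across windows with a mean above 1 FPKM, the Spearman correlation of libraries of the same line averaged from 0.92 in CP70 and PEA2 to 0.97 in PEO4. Between lines of a pair it averaged 0.87 ± 0.02 (SD over 9 library pairs) for A2780 and CP70, 0.69 ± 0.01 for PEO1 and PEO4, and 0.43 ± 0.03 for PEA1 and PEA2. Library pairs share libraries and are not independent. PEA2 and PEO4 had the lowest correlation of any 2 lines, at 0.23 ± 0.02, below the 0.48 ± 0.01 of PEA1 and PEO4 and the 0.32 ± 0.01 of PEA2 and PEO1. Average-linkage clustering into 2 groups set the PEA2 libraries apart from those of the other 5 lines, and into 6 groups it recovered the 6 lines. The correlation of PEA2 and PEO4 moved most when the mean of each pair was subtracted, to -0.29 ± 0.07, and with the upper depth limit it was -0.08 ± 0.01. With that limit it was no longer the lowest, since CP70 and PEO1 were at -0.11 ± 0.04.

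**Figure D1:**
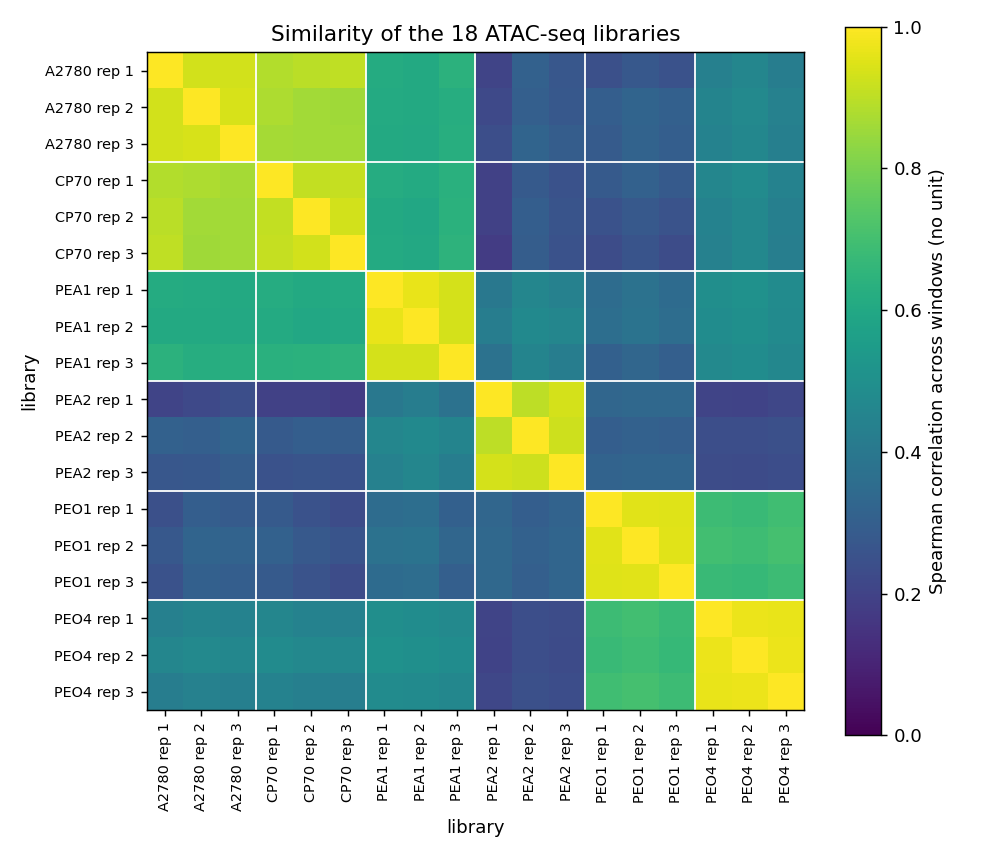
Spearman correlation across windows (colour, no unit) between each pair of the 18 libraries, which are listed on both axes by line and replicate. Libraries of a line form the bright squares on the diagonal, and PEA2 libraries correlate weakly with those of PEO4 (mean 0.23).

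Each resistant line was then compared with its sensitive partner to ask how many windows changed accessibility. In the A2780 pair, 37128 windows were tested and 296 (0.797%) were called by limma, 159 higher and 137 lower in CP70. In the PEA pair, 66103 windows were tested and 8374 (12.7%) were called, 7436 higher and 938 lower in PEA2. In the PEO pair, 77654 windows were tested and 6594 (8.49%) were called, 2109 higher and 4485 lower in PEO4. In all 296, 8374 and 6594 called windows, every library of one line lay beyond every library of the other on the called side. Among all windows tested, 59%, 66.3% and 69.3% had non-overlapping libraries in the A2780, PEA and PEO pairs, where chance gives 10%. Without replicate 1 of CP70, 69 windows were called higher and 143 lower in CP70. A minimum mean of 5 FPKM, which also left fewer windows to test, lowered the counts more than any other alternative, to 6 higher and 0 lower in CP70, 119 and 32 in PEA2, and 121 and 491 in PEO4. In the A2780 pair at that minimum, 7 windows were lower at an unadjusted p under 0.05. edgeR on the recovered reads called 369, 9777 and 7524 windows in the 3 pairs, which included 296, 8356 and 6561 of the windows called by limma. With an upper depth limit like that of the study, limma called 219, 7406 and 6370 windows.

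The balance of higher and lower calls depended on scaling, and the median log2 fold change over the windows tested was not 0. It was 0.59 in the A2780 pair, 0.31 in the PEA pair and -0.30 in the PEO pair. The share of calls that were higher in the resistant line was 53.7%, 88.8% and 32% in these pairs with the values as deposited. After median centring of each library it was 14.6%, 71.8% and 56.3%, after quantile normalization 28.9%, 58.7% and 54.9%, and after removal of the median of each 5 Mb bin 15.7%, 75.5% and 59.9%. Under each of these 3 scalings lower calls exceeded higher calls in CP70 and higher calls exceeded lower calls in PEO4, the reverse of the deposited values, while higher calls exceeded lower calls in PEA2 throughout. The GC correction, chosen after seeing the data, kept the direction in each pair, with 194 higher and 118 lower in CP70, 5169 and 1042 in PEA2, and 2136 and 3519 in PEO4. In the A2780 pair lower calls also exceeded higher calls with the upper depth limit, 117 against 102, and with no filter, 178 against 171.

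**Figure D2:**
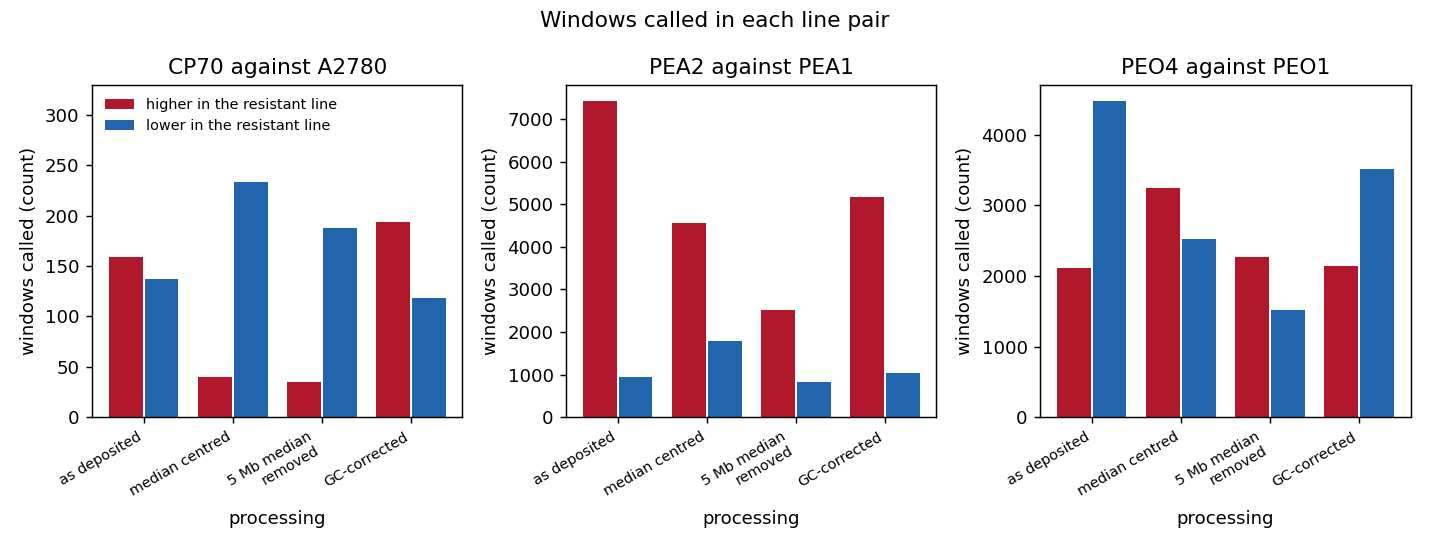
Number of windows called higher (red) and lower (blue) in the resistant line of each pair, under 4 kinds of processing on the horizontal axis. Bars are counts from 1 fit over 6 libraries each, and the larger direction changes in the A2780 pair (159 and 137 as deposited, 40 and 234 after median centring) and in the PEO pair.

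Windows with large changes were then examined one by one in each pair. In the A2780 pair, in an intergenic window at chromosome 14, 84293101 to 84294100 (GRCh37), accessibility was 0.435 ± 0.105 FPKM in A2780 and 6.85 ± 2.05 FPKM in CP70 (SD, n = 3 in each line here and below), a log2 fold change of 3.68 (SE 0.253, limma adjusted p = 2.82e-43) and of 3.10 with median centring. A second intergenic window on chromosome 14, 84060901 to 84061900, rose from 0.37 ± 0.0863 to 5.54 ± 2.44 FPKM, with a log2 fold change of 3.51 (SE 0.252, limma adjusted p = 4.25e-40) and of 2.94 with median centring. An intergenic window at chromosome 13, 62704801 to 62705800, had 2.64 ± 0.598 FPKM in A2780 and 0 to 1 reads per library in CP70, which is at least 14.9-fold lower (limma adjusted p = 4.24e-18).

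In the PEA pair, an intergenic window at chromosome 3, 182327401 to 182328400, 183 kb from the start of ATP11B, rose from 0.221 ± 0.166 FPKM in PEA1 to 8.91 ± 2.23 FPKM in PEA2. Its log2 fold change was 4.96 (SE 0.249, limma adjusted p = 1.41e-83), and 3.55 after the median of its 5 Mb bin was removed. A window in an intron of ELP2 at chromosome 18, 33718501 to 33719500, rose from 0.195 ± 0.138 to 7.6 ± 1.18 FPKM, with a log2 fold change of 4.82 (SE 0.256, limma adjusted p = 2.62e-75) and of 3.07 after removal of the bin median. A window in an intron of FRMD4A at chromosome 10, 13807801 to 13808800, had 3.54 ± 0.62 FPKM in PEA1 and 0 to 2 reads per library in PEA2, at least 22.5-fold lower (limma adjusted p = 2.60e-38). The window at chromosome 4, 187647301 to 187648300, overlaps the 5′ end of FAT1. Its centre was classed as intergenic, 2.79 kb from the start of the canonical transcript. The window had 2.7 ± 0.764 FPKM in PEA1 and 0 reads in all PEA2 libraries, at least 17.2-fold lower (limma adjusted p = 6.17e-28). It lies in a run of windows listed at 0 in PEA2, so its fall is not shown to be a change of accessibility.

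In the PEO pair, a window in an intron of AHDC1 at chromosome 1, 27892801 to 27893800, had 0 to 3 reads per library in PEO1 and 6.09 ± 0.5 FPKM in PEO4, at least 20.3-fold higher (limma adjusted p = 1.15e-14). A window at the 3′ end (TTS) of a FAAP20 transcript at chromosome 1, 2120401 to 2121400, rose from 0.207 ± 0.225 to 7.44 ± 0.713 FPKM, with a log2 fold change of 4.93 (SE 0.354, limma adjusted p = 1.11e-14). An intergenic window at chromosome 12, 128597401 to 128598400, 154 kb from the start of TMEM132C, fell from 13.7 ± 0.87 to 0.186 ± 0.0666 FPKM, with a log2 fold change of -5.62 (SE 0.229, limma adjusted p = 2.23e-21) and of -4.65 after removal of the bin median. A window in an intron of CCSER1 at chromosome 4, 92279701 to 92280700, had 8.69 ± 1.44 FPKM in PEO1 and 1 to 3 reads per library in PEO4, at least 55.7-fold lower (limma adjusted p = 2.03e-18).

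The genomic class of the called windows was compared with that of all windows tested in the pair. Promoter-TSS windows made up 38.2%, 23.8% and 21.2% of the windows tested in the A2780, PEA and PEO pairs. Among windows higher in CP70 they made up 16.4% (odds ratio 0.316, 95% interval 0.199 to 0.483), and among windows lower in CP70 5.11% (0.0868, 0.0342 to 0.184). In the PEA pair they made up 3.04% of the windows higher in PEA2 (0.0874, 0.0762 to 0.0999) and 10.9% of those lower (0.387, 0.312 to 0.477). In the PEO pair they made up 3.18% of the windows higher in PEO4 (0.118, 0.0913 to 0.151) and 3.3% of those lower (0.119, 0.1 to 0.14). CpG-rich windows were also fewer in all 6 sets, with odds ratios from 0.0505 for windows higher in PEA2 to 0.417 for windows lower in PEA2. At thresholds of 1 and 0.05, promoter-TSS windows were in excess among windows lower in PEA2, with an odds ratio of 1.56.

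Intergenic windows made up 18.4%, 31.6% and 36.3% of the windows tested in the A2780, PEA and PEO pairs and were in excess in 5 of the 6 sets. They were 41.5% of the windows higher in CP70 (odds ratio 3.18, 95% interval 2.28 to 4.41), 63.5% of those lower in CP70 (7.82, 5.45 to 11.3), and 55.6% of those higher in PEA2 (3.13, 2.98 to 3.29). In the PEO pair they were 52% of the windows higher in PEO4 (1.93, 1.77 to 2.11) and 57.3% of those lower (2.49, 2.35 to 2.65). Among windows lower in PEA2 they were fewer than in the background, at 24.7% (0.708, 0.607 to 0.823). With thresholds of 1 and 0.05 the odds ratio among windows higher in CP70 was 0.99. Intronic windows were in excess among windows lower in PEA2 (1.91, 1.68 to 2.18) and, by less, among windows higher in PEO4 (1.13, 1.04 to 1.24) and higher in PEA2 (1.06, 1.01 to 1.11). In the other 3 sets the interval of the odds ratio included 1, with values of 1.24 among windows higher in CP70, 0.856 among those lower in CP70 and 1.04 among those lower in PEO4. The intronic result depended on the annotation. With all GENCODE basic transcripts every interval lay above 1, with odds ratios from 1.42 (lower in PEO4) to 1.79 (higher in CP70). Matched on mean FPKM in 10 classes, the odds ratio exceeded 1 only among windows higher in CP70 (1.18) and lower in PEA2 (1.81).

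**Figure D3:**
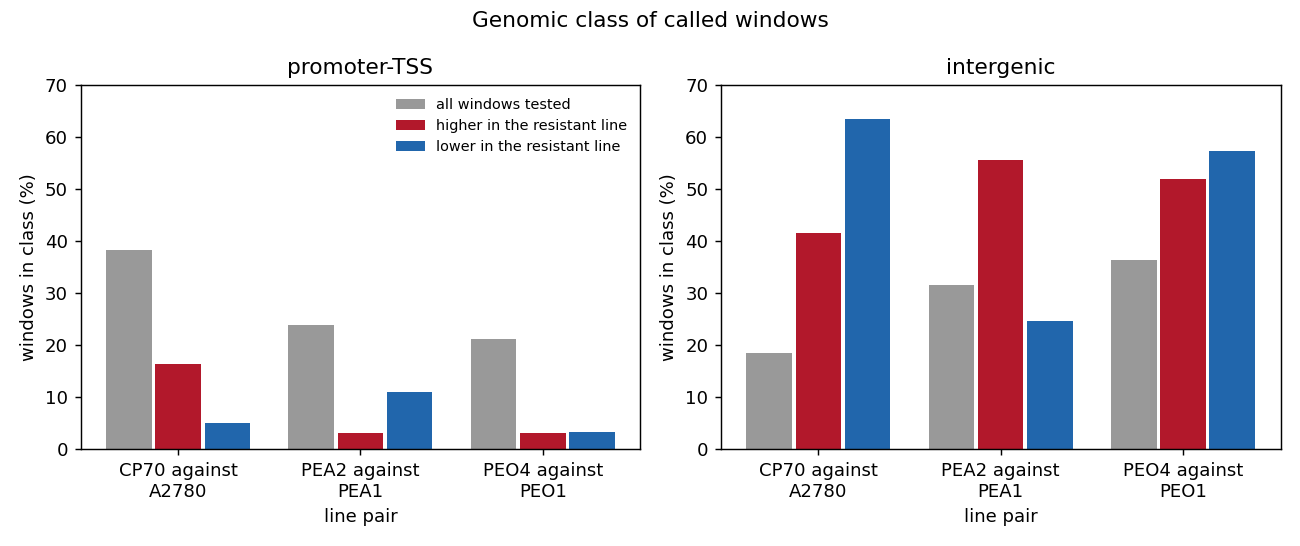
Share of windows (%) in the promoter-TSS class and in the intergenic class, for all windows tested (grey) and for windows called higher (red) or lower (blue) in the resistant line of each pair. Promoter-TSS shares are below the grey bar in all 6 sets, and intergenic shares are above it except among windows lower in PEA2 (24.7%).

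The next question was whether the resistant lines changed at the same windows. Of 55579 windows tested in both the PEA and PEO pairs, 798 were called in both. Among these, 57 changed in the same direction, 47 higher and 10 lower in both resistant lines, and 741 (92.9%) changed in opposite directions. Of the latter, 723 were higher in PEA2 and lower in PEO4, and 18 were lower in PEA2 and higher in PEO4. Most shared calls were higher in PEA2 and most were lower in PEO4, so independent directions would also give a large opposite share. The odds ratio takes this balance into account. The odds ratio for the same direction was 0.0365 (95% interval 0.0142 to 0.0888, Fisher's exact test, two-sided p = 1.63e-14, over windows that are not independent). Over all windows tested in both pairs, the log2 fold changes had a Spearman correlation of -0.40, which is across windows and not across samples. With a minimum mean of 5 FPKM, which lowered these counts most, 0 windows changed in the same direction and 8 in opposite directions. After median centring the counts were 56 and 359. Between the A2780 and PEA pairs 8 windows were called in the same direction and 4 in opposite directions, and between the A2780 and PEO pairs 2 and 5.

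**Figure D4:**
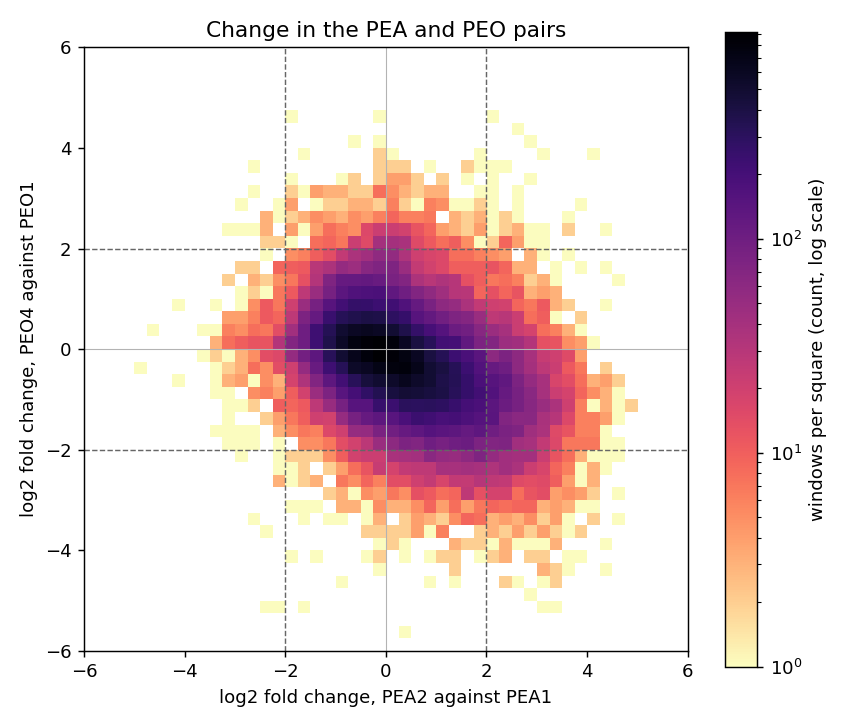
Log2 fold change of PEA2 against PEA1 (horizontal) and of PEO4 against PEO1 (vertical) for the 55579 windows tested in both pairs, with colour for the number of windows per square on a log scale. Dashed lines mark changes of 2, and the lower right corner holds most of the windows called in both pairs (723 of 798).

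Of 31061 windows tested in all 3 pairs, 0 were called in the same direction in all 3, and 1 was called in all 3. That window was named after its values were seen and lies between genes at chromosome 14, 83629801 to 83630800, with log2 fold changes of 2.25 in CP70, 2.95 in PEA2 and -3.16 in PEO4. Resistant lines were also compared with sensitive lines over the 3 pairs with limma on the 6 line means. Of 74141 windows, 0 were called and 1021 (1.38%) had an unadjusted p under 0.05, where chance gives 5%. The smallest adjusted p was 0.172. The 3 pairs changed in the same direction in 17.6% of these windows, where independent pairs with the observed shares of higher windows (73%, 59.8% and 38.6%) would give 23.5%.

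Taking the 18 libraries as replicates, which leaves the differences between pairs out of the error, 3 windows were called, all of them higher over the resistant lines, and they were named after their values were seen. The first covers an exon of TGFB1I1 at chromosome 16, 31488301 to 31489300 (log2 fold change over the pairs 2.83, limma adjusted p = 5.92e-04). The second is intergenic at chromosome 1, 31158001 to 31159000 (2.18, limma adjusted p = 5.92e-04), and the third is in an intron of ESPN at chromosome 1, 6507901 to 6508900 (2.01, limma adjusted p = 6.72e-04). All 3 were called in the PEA and PEO pairs, and in the A2780 pair the ESPN window had a log2 fold change of 0.47.

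The difference between pairs was tested directly. The change in the PEA pair differed from that in the PEO pair at 21691 of 81671 windows (26.6%), 17964 of them with a higher value in the PEA pair. Between the A2780 and PEA pairs 7324 of 57320 windows (12.8%) differed, and between the A2780 and PEO pairs 5880 of 72415 (8.12%). The median differences over all windows were 0.58, 0.28 and 0.58 in these 3 tests. A minimum mean of 5 FPKM lowered these counts most, to 1797, 116 and 398 windows.

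The promoters of 10 genes named by the study were examined for a change in accessibility. For 9 of them the window over the transcription start was in the deposited table, and the window of MAP1A was not analysed here. None of the promoters was called at the main thresholds in any pair, with 8 tested in the A2780 pair and 9 each in the PEA and PEO pairs. At an adjusted p under 0.05, adjusted over the list alone, 5, 6 and 6 promoters changed in the A2780, PEA and PEO pairs, and over all windows tested the numbers were also 5, 6 and 6. The study chose most of this list on the expression of the same lines, so the count over the list alone is not independent evidence. The log2 fold changes ranged from -0.81 to 1.07 in the A2780 pair, from -1.35 to 0.54 in the PEA pair and from -1.57 to 0.95 in the PEO pair.

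The promoter window of PARP9 (chromosome 3, 122283001 to 122284000) was higher in all 3 resistant lines, with log2 fold changes of 0.98 (SE 0.257, limma adjusted p = 0.00114) in CP70, 0.54 (SE 0.228, limma adjusted p = 0.0305) in PEA2 and 0.35 (SE 0.13, limma adjusted p = 0.0175) in PEO4. After median centring of each library these were 0.40, 0.17 and 0.69, and removal of the 5 Mb median gave -0.10 in PEA2. The window of SPHK1 (chromosome 17, 74380501 to 74381500) was higher in CP70 and PEO4 and lower in PEA2, with log2 fold changes of 1.07, 0.95 and -0.67, and of 0.11 in PEA2 with the GC correction. Removal of the 5 Mb median gave 0.56, 0.08 and -0.12 for SPHK1 in the same order. The window of THBS1 (chromosome 15, 39872701 to 39873700) was lower in PEA2, from 4.71 ± 0.95 to 2.18 ± 0.572 FPKM with a log2 fold change of -1.09 (SE 0.228, limma adjusted p = 5.76e-06). Its log2 fold change was -0.46 in PEO4, which became 1.07 after removal of the 5 Mb median, and 0.42 in CP70 (limma adjusted p = 0.164), which became -0.16 with median centring. The window of VEPH1 (chromosome 3, 157221001 to 157222000) fell in PEO4 from 4.59 ± 0.223 to 1.49 ± 0.166 FPKM with a log2 fold change of -1.57 (SE 0.189, limma adjusted p = 4.12e-09) and differed by less than its error in PEA2 (-0.02, SE 0.234), where removal of the 5 Mb median gave -1.16. In PEO4 that removal gave -0.53. The window of DDX60L was lower in PEA2 (-1.35, limma adjusted p = 4.47e-08) and PEO4 (-0.97, limma adjusted p = 3.64e-06). In CP70 it was higher (0.65). BCAM had log2 fold changes of 0.55 in CP70, -0.98 in PEA2 (limma adjusted p = 3.50e-04) and 0.77 in PEO4. SOX9 had 0.84, -0.82 (limma adjusted p = 6.63e-04) and 0.19 in the same order. With the 5 Mb median removed, DDX60L was at -1.12 in PEA2 and -0.10 in PEO4. In PEA2, BCAM was then at 0.15 and SOX9 at -0.28.

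Changes were also grouped along chromosomes. Bins of 5 Mb accounted for 30.5% of the variance of the log2 fold change over windows in the A2780 pair, 41% in the PEA pair and 31.3% in the PEO pair, against 1.57%, 0.905% and 0.775% when the windows were shuffled. Among bins with at least 20 windows the bin medians ranged from -0.78 to 1.75, from -1.81 to 2.47 and from -1.90 to 1.53 in these pairs. The bin at 110 to 115 Mb of chromosome 5 had the highest median in PEA2, where 91 of 137 windows were called higher. The bin at 0 to 5 Mb of chromosome 16 had the lowest, with 197 of 514 windows called lower. In PEO4 the highest median was at 145 to 150 Mb of chromosome 8 and the lowest at 240 to 245 Mb of chromosome 1, with 74 of 161 windows called lower. In CP70 the highest was at 135 to 140 Mb of chromosome 6. These bins were picked for their extreme values. Once the bin median was removed, 164 of the 296 calls (55.4%) remained with the same direction in the A2780 pair, 2597 of 8374 (31%) in the PEA pair and 2931 of 6594 (44.4%) in the PEO pair. By direction, 35 of 159 higher and 129 of 137 lower calls remained in CP70. In PEA2 these were 2164 of 7436 and 433 of 938, and in PEO4 1552 of 2109 and 1379 of 4485. The removal also takes out the median shift of each pair. Median centring alone shared 177, 5507 and 4632 calls with the main fits of the A2780, PEA and PEO pairs.

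**Figure D5:**
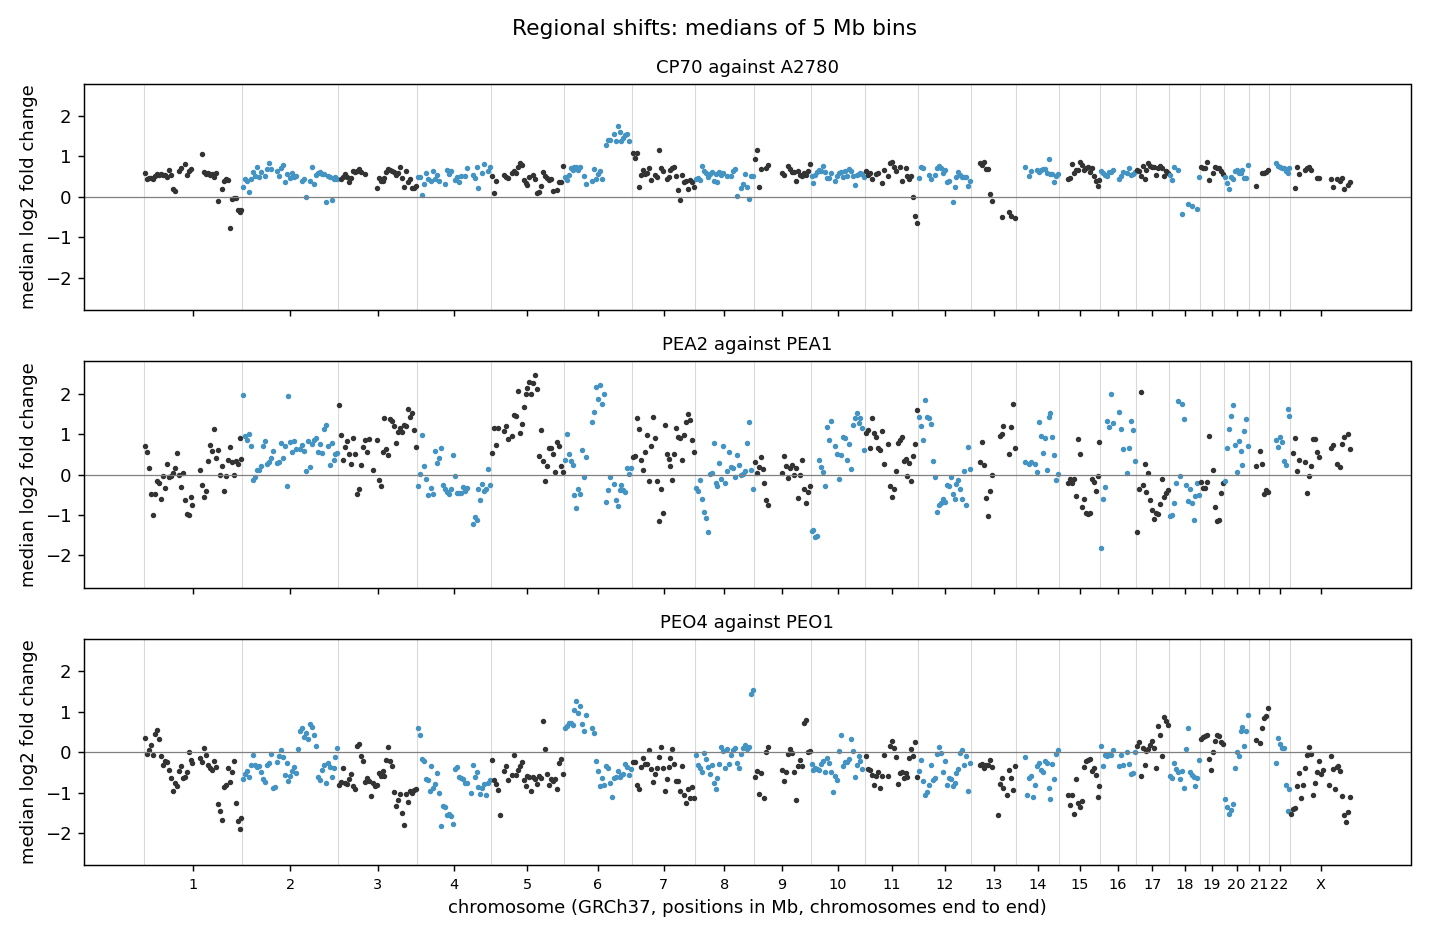
Median log2 fold change (vertical) of the windows in each 5 Mb bin with at least 20 windows, along the chromosomes of GRCh37 in Mb (horizontal), for the 3 pairs. Points are bins, colours alternate between chromosomes, and runs of neighbouring bins move together, up to a median of 2.47 on chromosome 5 in PEA2.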

Values the study reported

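The study reported differential accessibility at 297 windows in the A2780 pair, 8950 windows in the PEA pair and 7298 windows in the PEO pair, out of 3,485,781 windows examined. Its methods include an upper depth limit that the main fits here did not use, so the filters differ.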

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

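The tests of the share of reads in windows and of exchanged labels, and those of copy number in the regional shifts, were chosen after the results they bear on were seen.

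The 3 differences between line pairs stood out because the change from sensitive to resistant line was itself tested for a difference between pairs. The PEA and PEO pairs differed at 21691 windows, the A2780 and PEA pairs at 7324 windows and the A2780 and PEO pairs at 5880 windows. Of 100 relabellings of the 12 libraries within pairs, the real one included, 1 gave as many windows for the PEA and PEO pairs, 1 for the A2780 and PEA pairs and 2 for the A2780 and PEO pairs. The second of these exchanged the lines of 1 pair, so that the test took the sum of both changes, and it called 7847 windows. The same exchange called 8800 windows for the PEA and PEO pairs and 6859 for the A2780 and PEA pairs. The A2780 and PEO pairs thus differed at fewer windows than they would with 1 pair reversed, and the other 2 comparisons at more. Removal of the 5 Mb median lowered the counts to 11348, 3679 and 3199 windows, so regional shifts account for part of the calls in each. Relabellings that mix the lines of a pair shrink its change, so they could hardly give as many calls. Their outcome shows only that libraries of a line resemble one another.

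The single pairs were tested in the same way. In each of the A2780, PEA and PEO pairs, 1 of the 10 splits of the 6 libraries, the real one, gave as many called windows, and the other 9 splits gave 0. The highest number of windows at an unadjusted p under 0.05 in another split was 1357, 1476 and 328, against 21961, 44377 and 54391 in the real split. Part of the 21961 goes with the median shift of the A2780 pair, where 20958 were higher in CP70. After median centring 4445 were higher and 5370 lower there. The centred numbers were 23378 and 25264 in the PEA pair and 28493 and 25378 in the PEO pair. With 10 splits the share cannot fall below 0.1. For the comparison over all 3 pairs, 4 of the 4 label swaps within pairs gave as many windows at an unadjusted p under 0.05, the 1021 of the real labels being the lowest number. Exchanging A2780 and CP70 gave 1091, exchanging PEO1 and PEO4 gave 6837, and exchanging PEA1 and PEA2 gave 10093.

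The difference between the PEA and PEO pairs was mainly one of opposite direction, with a Spearman correlation of -0.40 between their log2 fold changes. Several technical explanations were tested. Selection of the deposited windows could force opposite changes where a window passed in 1 pair alone, but in the 36297 windows above 2 FPKM in at least 2 libraries of each pair the correlation was -0.45. After the trend with GC content was removed in each pair it was -0.28, and after the 5 Mb median was removed, which takes out copy number differences over large regions, it was -0.37. Among intergenic windows alone, where the balance of promoter and distal signal plays no part, it was -0.37. In intergenic windows above 2 FPKM in each pair, with both the GC trend and the 5 Mb median removed, it was -0.32. The share of reads in the windows rose from PEA1 to PEA2 and fell from PEO1 to PEO4, which might reverse the changes. It also rose from A2780 to CP70, which alone would give the A2780 and PEA pairs a positive correlation. Their correlation was -0.11, while that of the A2780 and PEO pairs was 0.16. But the fold changes also followed GC content, with correlations of 0.17 in the A2780 pair, -0.41 in the PEA pair and 0.35 in the PEO pair. This trend was not removed in that check, so the share of reads is not excluded. For each of the other explanations a negative correlation remained, so none of them is the whole cause. Removed alone, the GC trend and regional shifts each took up part of the correlation. With both removed over all windows tested in both pairs it was -0.31, so regional shifts took up no further part beyond the GC trend.

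What stays open for the opposite direction is the share of reads, a biological difference between the tumours of the 2 patients, and exchanged line labels in either pair. With PEA1 and PEA2 exchanged, 10093 windows reached an unadjusted p under 0.05 over the 3 pairs. With PEO1 and PEO4 exchanged there were 6837. A rise follows by arithmetic from the negative correlation and decides nothing. The last 2 explanations cannot be told apart here, because accessibility alone does not say which library came from which line. After adjusting for cell line, the study reported that PEA2 and PEO4 clustered together, apart from PEA1 and PEO1, over consistently differentially accessible windows. Here, with the pair mean subtracted, PEA2 fell with PEO1 and PEO4 with PEA1. The window sets differ, so this comparison decides nothing either.

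The regional shifts were compared between windows of low and high signal. A copy number difference moves both alike, whereas a change confined to strongly open sites would move the high-signal windows alone. The windows of each pair were divided at the median of their mean FPKM, and the bin medians of the low and high groups, in bins with at least 20 windows of each, had a Spearman correlation of 0.68 over 247 bins in the A2780 pair, 0.91 over 466 bins in the PEA pair and 0.90 over 530 bins in the PEO pair. The slopes of the low group on the high group were 1.12, 1.16 and 1.13. These values are consistent with copy number differences between the lines, as a hypothesis, and a change of chromatin over whole regions would give the same. A GC trend between libraries was not the main source of these shifts, since after GC correction the bins still accounted for 29%, 38.5% and 26.8% of the variance, against 30.5%, 41% and 31.3% before. Copy number was not analysed here by another measure.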

How the results depend on the processing

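The counts of called windows depended most on the pseudocount, the filter and the thresholds. With a pseudocount of 1, windows higher and lower in the resistant line numbered 9 and 3 in the A2780 pair, 707 and 72 in the PEA pair, and 216 and 617 in the PEO pair. The differences between pairs fell to 7182 windows for PEA and PEO, 1114 for A2780 and PEA and 1078 for A2780 and PEO. Called in both the PEA and PEO pairs were 1 window in the same direction and 42 in opposite directions. A larger pseudocount shrinks the fold change of low windows by construction. A minimum mean of 5 FPKM left 2089, 3510 and 21749 windows to test, and 6 and 0, 119 and 32, and 121 and 491 were called. In the A2780 pair 7 of these windows were lower at an unadjusted p under 0.05. The differences between pairs were then 1797, 116 and 398 windows, and 0 and 8 windows were called in both the PEA and PEO pairs. These 2 settings gave no finite odds ratio of direction above 0. At thresholds of 1 and 0.05, 4251 and 410, 19623 and 6127, and 7478 and 18365 windows were called, the differences between pairs were 45889, 26350 and 26885 windows, and 789 and 6031 windows were called in both pairs.

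Scaling moved the balance of directions. Median centring takes out only the median of each library, so for its counts the cause is the median shift. Quantile normalization and removal of the 5 Mb median change more than that, and the cause of their counts was not tested apart. Median centring gave 40 and 234, 4569 and 1797, and 3255 and 2523 windows, with 359 in opposite directions in the PEA and PEO pairs. Quantile normalization gave 80 higher in CP70, 3360 and 2365 in the PEA pair, 3165 and 2595 in the PEO pair, and 321 in opposite directions. Removal of the 5 Mb median gave 35 higher in CP70, 2516 higher in PEA2 and 1517 lower in PEO4, with differences between pairs of 11348, 3679 and 3199 windows and 35 in the same and 173 in opposite directions. Limiting it to bins of 20 or more windows, chosen after seeing the data, gave 38, 2576 and 1541. The upper depth limit left 102 windows higher in CP70, and no filter gave 13041 windows that differed between the A2780 and PEA pairs. The cause was not tested for these 2. The odds ratio of direction in the PEA and PEO pairs kept its direction and its side of the threshold under the other alternatives run. These were a pseudocount of 0.01, no filter, the upper depth limit, quantile normalization, median centring and removal of the 5 Mb median. Also run were eBayes without the trend, thresholds of 1 and 0.05, and the agreement of sign over all windows tested in both pairs.

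Leaving out each library in turn gave from 69 to 225 windows higher and from 92 to 143 lower in CP70, the 69 without CP70 replicate 1. The ranges were 5693 to 8174 and 739 to 1102 in the PEA pair, and 1889 to 2244 and 4182 to 4756 in the PEO pair. The differences between pairs ranged from 20120 to 22711 for PEA and PEO, from 5402 to 8410 for A2780 and PEA and from 5337 to 6687 for A2780 and PEO. The replicate block gave 159 and 137, 7436 and 938, and 2109 and 4485 windows, the same numbers as without it, and 21683, 7324 and 5877 windows for the differences between pairs. Libraries with the same number did not deviate together, with correlations of -0.13, -0.11 and 0.06 in the A2780 pair, 0.02, -0.09 and -0.00 in the PEA pair and 0.02 for all 3 numbers in the PEO pair, so they share only a number. Over the 3 pairs, 3 windows were called with 18 libraries as replicates and 0 under the other alternatives.

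The mean correlation of PEA2 and PEO4 moved to 0.25 with no filter, -0.08 with the upper depth limit and -0.29 with the pair mean subtracted. For PEA1 and PEA2 these values were 0.47, 0.27 and -0.82. For PEO1 and PEO4 the upper limit gave 0.48, Pearson's correlation 0.70 and the subtracted mean -0.81, and for A2780 and CP70 the upper limit gave 0.82 and the subtracted mean -0.44. Subtracting the pair mean makes the lines of a pair opposite by construction. The cause was not tested for the others.

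Thresholds of 1 and 0.05 reversed the odds ratio of intergenic windows among windows higher in CP70 to 0.99, and those of promoter-TSS and CpG-rich windows among windows lower in PEA2 to 1.56 and 1.91. Removal of the 5 Mb median reversed that of intergenic windows lower in PEA2 to 1.06. Odds ratios of intronic windows reversed when matched on mean FPKM to 0.973 higher in PEA2, 0.972 higher in PEO4 and 0.918 lower in PEO4. Among windows higher in PEA2 they also reversed to 0.928 without the 5 Mb median and 0.998 with median centring, among windows lower in PEO4 to 0.971 without the 5 Mb median, and among windows lower in CP70 to 1.48 with all transcripts. The cause was not tested. Other odds ratios of CpG-rich and intronic windows changed in 6 cases, 5 stronger and 1 weaker.

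At promoters, removal of the 5 Mb median in both forms reversed BCAM (-0.17) and THBS1 (-0.17) in the A2780 pair, PARP9 (-0.10), BCAM (0.15) and CCDC80 (-0.12) in the PEA pair, and CCDC80 (0.28), TLE4 (0.29), THBS1 (1.07) and SOX9 (-0.68) in the PEO pair. Removal over bins of any size also reversed TLE4 in the A2780 pair (-0.34). Median centring reversed BCAM (-0.03), TLE4 (-0.38) and THBS1 (-0.16) in the A2780 pair and CCDC80 (0.15) and TLE4 (0.14) in the PEO pair. Quantile normalization reversed TLE4 (-0.41) and THBS1 (-0.09) in the A2780 pair and CCDC80 in the PEA (-0.13) and PEO (0.14) pairs. The GC correction, chosen after seeing the data, reversed SPHK1 (0.11) and CCDC80 (-0.22) in the PEA pair and CCDC80 (0.05) and SOX9 (-0.04) in the PEO pair. With each library left out in turn, TLE4 ranged from -0.11 to 0.38 in the A2780 pair, the -0.11 without CP70 replicate 1, and from -0.36 to 0.02 in the PEA pair, the 0.02 without PEA2 replicate 2. VEPH1 ranged from -0.14 to 0.09 in the PEA pair. The cause was not tested. Of the other promoter values 432 were the same, 50 weaker and 12 stronger. Of 246 values of the named windows, 243 stayed past the thresholds, and 3 were below a log2 change of 2 with a pseudocount of 1. Depth limits the lowest windows, since 1 read was worth from 0.0165 FPKM in A2780 replicate 3 to 0.111 FPKM in PEO1 replicate 3.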

Other observations

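The test of read number in the A2780 pair and all tests of the intergenic windows were chosen, or put in their present form, after the results they bear on were seen.

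The A2780 pair had far fewer called windows than the other pairs, 296 against 8374 and 6594. Its 2 lines also had the lowest mean shares of reads in the windows, 9.24% and 13.1%, and lower signal over background could hide changes. Single libraries overlapped, with 15.6% in CP70 replicate 1 and 12.8% in PEA1 replicate 3. Libraries of the other pairs were therefore mixed in simulation with uniform background until 11.2% of each pair's reads on average fell in the windows, with the shares of A2780 and CP70 as the targets. The PEO pair then gave 1186 calls among 34902 windows tested and the PEA pair 4932 calls among 48587. These are 4.01 and 16.7 times the calls of the A2780 pair. CP70 had the fewest reads per window of the 6 lines, a median of 15.3, which might also lower the calls. The mixed PEO1 libraries had still fewer, a median of 7.33, so read number alone is not the whole cause either. Dilution lowered the calls of the PEO pair from 6594 to 1186, so signal over background took up part of the gap. A smaller change in a line selected in culture than in lines from relapsed patients remains as a hypothesis, which 1 pair of the former kind cannot test.

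Intergenic windows could be in excess among called windows because their FPKM is lower, which makes large fold changes easier to reach. In the PEO pair, for example, the median of the mean FPKM was 2.4 in intergenic windows and 5.98 in promoter-TSS windows. Matched on mean FPKM in 10 classes, the odds ratios of intergenic windows were 3.3 among windows higher in CP70, 6.53 among those lower in CP70, 2.81 among those higher in PEA2, 1.44 among those higher in PEO4 and 2.02 among those lower in PEO4. Regional copy number was addressed by calls made after the 5 Mb median was removed, which gave 3.75, 5.57, 3.19, 2.54 and 2.42 in the same order. Neither explanation is the whole cause in these 5 sets. That distal sites differ more than promoters between the lines of a pair is a hypothesis found and tested on the same data.

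Runs of windows were listed at 0 in all 3 libraries of a line. In PEA2, 25 of the 27 windows between 187475401 and 188524000 of chromosome 4, a span of 1050 kb holding FAT1 and MTNR1A, were listed at 0, and no library had more than 1 read in any of them. The median over these windows was 0.422 FPKM in PEA1 and from 0.434 to 2.96 FPKM in the 4 lines of the other pairs. Both PEO lines had such a run between 21031201 and 22447900 of chromosome 9, a span of 1420 kb holding MTAP and CDKN2A. There 17 of 27 windows were listed at 0 in all PEO1 libraries and 25 of 27 in all PEO4 libraries, with at most 3 reads and 1 read in any window, and medians from 0.551 to 2.5 FPKM in the other 4 lines. These spans were picked after their values were seen, and no explanation was tested. Read numbers alone do not tell a loss of copies from closed chromatin, so the runs are not shown to be changes of accessibility.

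Subtracting the mean of each pair from its libraries, which removes the differences between pairs, left 2 clusters that did not follow resistance. A2780, PEO1 and PEA2 fell in one and CP70, PEO4 and PEA1 in the other. PEA2 then correlated with PEO1 at 0.28 ± 0.05 and with PEO4 at -0.29 ± 0.07 (SD over 9 library pairs).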
